# Transcriptomic Profiling of the Liver Sinusoidal Endothelium during Cirrhosis Reveals Stage-Specific Secretory Signature

**DOI:** 10.3390/cancers13112688

**Published:** 2021-05-29

**Authors:** Nicolò Manicardi, Anabel Fernández-Iglesias, Laia Abad-Jordà, Felix Royo, Mikel Azkargorta, Martí Ortega-Ribera, David Sanfeliu-Redondo, Ana Martínez-Alcocer, Felix Elortza, Amelia J. Hessheimer, Constantino Fondevila, Juan José Lozano, Juan Carlos García-Pagán, Jaime Bosch, Francisco Javier Cubero, Agustín Albillos, Javier Vaquero, Juan M. Falcón-Pérez, Jordi Gracia-Sancho

**Keywords:** LSEC, extracellular vesicles, hepatic stellate cell, RNAseq

## Abstract

**Simple Summary:**

We define the transcriptome and secretome of primary LSECs during the progression of cirrhosis, revealing specific molecular signatures, novel biomarkers and therapeutic targets for new disease-modifying treatments for patients with advanced chronic liver disease.

**Abstract:**

The poor prognosis of chronic liver disease (CLD) generates the need to investigate the evolving mechanisms of disease progression, thus disclosing therapeutic targets before development of clinical complications. Considering the central role of liver sinusoidal endothelial cells (LSECs) in pre-neoplastic advanced CLD, the present study aimed at investigating the progression of CLD from an endothelial holistic perspective. RNAseq defined the transcriptome of primary LSECs isolated from three pre-clinical models of advanced CLD, during the progression of the disease, and from fresh human cirrhotic tissue. At each stage of the disease, the effects of LSECs secretome on neighboring cells and proteomic analysis of LSECs-derived extracellular vesicles (EVs) were also determined. CLD was associated with deep common modifications in the transcriptome of LSECs in the pre-clinical models. Pathway enrichment analysis showed predominance of genes related with pro-oncogenic, cellular communication processes, and EVs biogenesis during CLD progression. Crosstalk experiments revealed endothelial EVs as potent angiocrine effectors. The proteome of LSECs EVs showed stage-specific signatures, including over-expression of tropomyosin-1. Proof-of-principle experiments treating cirrhotic HSCs with recombinant tropomyosin-1 suggested de-activating effects. Our data provide the basis for discovering novel biomarkers and therapeutic targets for new disease-modifying treatments for patients with advanced CLD.

## 1. Introduction

Cirrhosis represents the final pre-neoplastic stage of a group of chronic liver diseases (CLD) characterized by a complex ensemble of longstanding pathophysiological processes that alters liver function, architecture and hemodynamics. Cirrhosis constitutes a major public health problem, accounting for roughly 2 million deaths per year worldwide [1].

In the last decades, many efforts have been made to understand the biological processes involved in CLD. Different studies have demonstrated how liver cells phenotype alterations generate and perpetuate a cascade of mechanisms that altogether lead to the histological distortion and microcirculatory dysfunction typical of the cirrhotic liver [2,3,4], giving rise to portal hypertension (PH), the main non-neoplastic complication of the disease [5]. Nevertheless, many studies on the underlying mechanisms of CLD and PH have been made only at the end-stage of the disease, thus ignoring the chronological changes that promote progression towards cirrhosis. In this context, animal models of liver disease represent an optimal choice when it comes to study the sequential mechanisms of these alterations [6].

The liver has four main cellular components: hepatocytes (Hep), liver sinusoidal endothelial cells (LSECs), hepatic stellate cells (HSCs), and hepatic resident macrophages (HMΦs). All these cells work in synergy, producing molecules that modulate their differentiation and activity [7] and communicating through paracrine and autocrine mechanisms to maintain liver homeostasis [8]. In particular, LSECs shape the permeable wall of the sinusoids and are actively involved in the dynamic communication process with other hepatic cells, where they promote vasoactive, inflammatory and immune functions. LSECs are pivotal regulators of liver microcirculation and fibrosis, and the maintenance of their specific phenotype generates a healthy environment in which liver sinusoids and liver function are preserved [5,9]. In the context of cirrhosis, LSECs exhibit a de-differentiated phenotype producing a vasoconstrictor, pro-thrombotic, pro-fibrogenic and pro-inflammatory milieu that negatively affects neighboring cells [10].

Every cell in the organism can produce and secrete biological materials that ultimately act as inter-cellular signaling mediators. Indeed, the cellular secretome is mainly composed by free soluble factors and extracellular vesicles (EVs), the latter ones defined as bilayered nano-sized structures that are able to envelop proteins, lipids and genetic material, shuttling this biological information between cells [11]. In the field of hepatology, different studies have evidenced the role of the hepatic secretome as mechanism of cellular communication within the liver, thus contributing to the pathophysiology of relevant diseases including alcoholic hepatitis and steatohepatitis [12,13,14,15].

Considering that chronological changes that take place within the liver sinusoid during CLD progression remain mostly unknown, and that LSECs represent a fundamental cell type regulating hepatocyte function, fibrosis progression and microcirculatory status, the present study aimed at providing a comprehensive characterization of LSECs phenotype in human cirrhosis and during cirrhosis progression in experimental models, as a way for ultimately discover novel therapeutic targets and specific biomarkers of CLD.

## 2. Materials and Methods

### 2.1. Animal Models of Liver Disease

To study the biology of the LSECs during CLD progression, twenty-seven male Wistar Han rats weighing 50–75 g underwent inhalation exposure to carbon tetrachloride (CCl_4_) for 2 weeks, 6 weeks or 12–14 weeks (*n* = 9 per group).These 3 time-points correspond respectively to acute liver injury, moderate-fibrosis and advanced cirrhosis [16].

To have a more complete approach to the heterogeneity of the CLD we included two additional models of advanced CLD. Sprague-Dawley male rats were treated with thioacetamide (TAA), administered intraperitoneally twice per week for 12 weeks as described previously [17]. Control rats received saline solution (*n* = 5 per group). In addition, secondary biliary cirrhosis was induced in Sprague-Dawley male rats by ligation of the common bile duct (cBDL) for 4 weeks as described previously [18]. In sham animals, only surgery was performed without ligation of the common bile duct (*n* = 5 per group).

Animals were kept at the University of Barcelona Faculty of Medicine facilities with controlled temperature, humidity and light/dark cycle. Animals were fed ab libitum with water, supplemented with phenobarbital (0.3 g/L) in the CCl_4_ model, and standard rodent food pellets.

In the CCl_4_ and TAA models, and to diminish acute inflammatory gene response, LSECs were isolated after 5–7 days of the last toxicant administration. All procedures were approved by the Laboratory Animal Care and Use Committee of the University of Barcelona and were conducted in accordance with the European Community guidelines for the protection of animals used for experimental and other scientific purposes (EEC Directive 86/609).

### 2.2. Rat LSECs Isolation and Secretome Fractionation

LSECs were isolated from rats at the three stages of CCl_4_-CLD progression, from TAA-cirrhotic rats, from cBDL-cirrhotic rats, and from healthy rats as previously described [19]. For detailed procedures see supplementary information.

After 16 h of culture, LSECs supernatant was collected, centrifuged at 2000× *g* for 10 min to remove cell debris and apoptotic bodies, pooled (1 pool = 3 rats) and stored at −80 °C until secretome fractionation. Secretome fractionation was performed by sequential ultra-centrifugations at increasing g force accelerations as described in previous protocols [20]. Briefly, after two ultra-centrifugation cycles performed with Sorvall WX Ultraseries Centrifuge (ThermoScientific, Waltham, MA, USA) and a P40 ST swinging bucket (Hitachi, Tokyo, Japan) four fractions were obtained: the non-ultracentrifuged supernatant (complete secretome, CS), the 10,000 g pellet enriched in large extracellular vesicles (large EVs, 150–1000 nm diameter), the 100,000 g pellet containing small extracellular vesicles (small EVs, 50–150 nm diameter) and the final extracellular vesicles-depleted supernatant containing un-pelleted soluble factors (SF). EVs enriched sub-fractions underwent routine quality control analysis to determine concentration and quantity following the MISEV 2018 guidelines [21] (see Supplementary Information).

### 2.3. Human LSECs Isolation

Human liver tissue remnants from liver resections and explants from liver transplantation surgery were used for LSECs isolation and RNAseq. Non-lesioned non-tumorous liver tissues from hepatic resections for solitary metastatic colorectal cancer were used as healthy controls and compared to cirrhotic liver explants from ethanol aetiology (*n* = 4–5 per group). Additional donor information is provided in Table S16. All patients received and signed the informed consent according to the Ethics Committee of the Hospital Clínic de Barcelona (HCB/2015/0624). hLSECs isolation procedure is detailed in supplementary information.

### 2.4. LSECs RNA-Sequencing

Human and rat LSECs RNA concentration and quality were assessed with Qubit RNA HS Assay kit (Thermo Scientific, Eugene, OR, USA) and Agilent RNA 6000 Nano chips (Agilent Technologies, Waldbronn, Germany), respectively. Samples with RIN > 8 were used for RNA sequencing. RNA libraries were prepared and amplified using Universal Plus mRNA-Seq (hLSECs; NuGEN, Leek, Netherlands) or TruSeq Stranded mRNA (rLSECs; Illumina Inc., San Diego, CA, USA) sample preparation with the corresponding kit. Libraries size around 300 bp determined using Agilent High Sensitivity DNA Chip (Agilent Technologies) were sequenced in an Illumina platform HiSeq2500. Transcriptomic analyses were performed as previously described [22]. Briefly, STAR program against *Homo sapiens* genome hg38 (gencode.v26) or *Rattus norvergicus* genome (Rnor_6.0) was used for mapping the reads followed by the quantification of genes and transcripts with the RSEM program. We used TMM method and limma-voom transformation to normalize the non-biological variability. Differential expression between different groups was assessed using moderated t-statistics [23]. Molecular processes implicated in significant deregulated genes were analyzed with Ingenuity Pathway Analysis (IPA) software (Qiagen, Hilden, Germany), and enrichment analyses of deregulated genes were performed using DAVID Bioinformatics Resources 6.8. All significant deregulated genes were considered when fold-change > 1.5 and *p*-value < 0.05. RNA sequencing data is available in GEO database: GSE164799 for human and GSE164878 for rat. Data are available at www.shiny.lvbrg.barcelona/lsec (accessed on 14 May 2021).

### 2.5. Rat Hepatocytes, HSCs, HMΦ In Vitro Crosstalk

Hepatocytes (5 × 10^5^ cells/mL), HSCs (80% confluence) and HMΦs (80% confluence) isolated from healthy rats were incubated with LSECs’ secretome fractions from 3 different biological pools (per each CLD stage) at the following concentrations: CS 550 ng/μL, large EVs 30 ng/μL, small EVs 30 ng/μL and SF 400 ng/μL. Concentrations were established considering bibliography and the biological fluctuation of the protein amount of EVs during the progression of CLD in the rat model. CS and SF fractions were adjusted to the minimum quantity of protein detected in all pools (110 μg and 80 μg respectively) giving the final concentrations above mentioned. After 24 h incubation, cells were collected with RLT buffer containing 10 µL/mL of β-mercaptoethanol (63689–25 ML-F, Sigma, St. Louis, MO, USA) for subsequent RNA analysis.

### 2.6. LSECs Secretome Proteomics

Proteomic analysis of LSECs’ secretome was performed at the Proteomic platform of CIC bioGUNE (Derio, Spain) using a novel hybrid trapped ion mobility spectrometry— quadrupole time of flight mass spectrometer (tims TOF Pro with PASEF, Bruker Daltonics; Billerica, MA, USA) coupled online to a nanoElute liquid chromatograph (Bruker) as detailed in the Supplementary Information.

### 2.7. Small EVs Internalization Assay

Small EVs from cirrhotic rat LSECs (15 ng/µL) were labelled with the fluorescent lipophilic dye PKH26 (MINI26–1 KT, Sigma-Aldrich, St Quentin Fallavier, Lyon) according to manufacturer’s protocol, with minor modifications, and added to the supernatant of healthy rat HSCs during 1 and 4 h. After the respective incubation periods, HSCs were washed thrice with PBS and fixed with 2% PFA in PBS and mounted with Fluoromont-G (E2220-RB70, Southern Biotech, Birmingham, AL, USA) onto microscope slides (J1800 AMNZ, Thermo Scientific). Internalized vesicles were captured with a BX41 microscope (Olympus, Tokyo, Japan) coupled to a U-RFL-T burner (Olympus). Color channels were merged and balanced using ImageJ software (Fiji, Madison WI, USA). Cells nuclei were stained with the NucBlue™ reagent (R37605, Invitrogen, Waltham, MA, USA). Images were taken at 400× magnification.

### 2.8. Recombinant Tropomyosin-1 In Vitro Assay

Homology between rat and human TPM1 aminoacidic sequences was determined using the Protein Blast server (NCBI, Bethesda, MD, USA) resulting in a 94% homology between sequences. Human recombinant TPM1 (LS-G905, LSBio, Seattle, WA, USA) was used to assess its activity on primary isolated rat HSCs. HSCs were treated with three different concentrations of TPM1 (0.1, 1, and 10 µg/mL). After 24 h cells were lysed for RNA extraction and real time RT-PCR was performed as described in supplementary information.

### 2.9. Protein Expression Analyses

Protein (immunofluorescence and Western blot) assays are further described in supplementary information.

### 2.10. Statistical Analysis

Statistical analysis was performed with Prism 8 (GraphPad Software, La Jolla, CA, USA). All results are expressed as mean ± S.E.M. Comparisons between groups were performed with t test or Mann-Whitney U test for non-parametric variables. Differences were considered significant at a *p* value < 0.05. Proteome statistics were performed as detailed in supplementary information.

## 3. Results

### 3.1. Rat Cirrhotic LSECs Transcriptome

RNA sequencing of LSECs isolated from cirrhotic CCl_4_ (12–14 weeks), TAA and cBDL pre-clinical models of cirrhosis identified 7028 differentially expressed genes (DEG) in cirrhotic CCl_4_-LSECs (56.2% up-regulated and 43.8% down-regulated) (Table S1), 3382 DEG in cirrhotic TAA-LSECs (55.6% up-regulated and 44.4% down-regulated) (Table S2), and 4578 DEG in cBDL-LSECs (55.4% up-regulated and 44.6% down-regulated) (Table S3) compared with their corresponding healthy LSECs (fold-change > 1.5 and *p*-value < 0.05) (Figure 1A).

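Data for the CCl4 comparison came from LSECs of 6 healthy rats and 6 rats with cirrhosis after 12 to 14 weeks of CCl4, a hepatotoxin whose repeated administration scars the liver. Poly(A) RNA was sequenced from strand-specific libraries, and the authors mapped the reads to the rat genome Rnor_6.0 with STAR and estimated the number of reads from each gene with RSEM. The deposited values are these expected counts for 32623 genes, without normalization. The total per library ranged from 33742382 to 41228835 in healthy rats (median 34442360) and from 38812871 to 46464289 in cirrhotic rats (median 41293314). The thioacetamide (TAA) experiment, in which another hepatotoxin was given, has 10 libraries in 2 groups of 5. The sample labels call one group control and the other TAA control, while the paper describes healthy and TAA-cirrhotic rats, so which group received TAA was not settled and no direction was given to their comparison. The labels name the strain as Wistar Han for all libraries, and the paper names Sprague-Dawley rats for the TAA experiment. Totals in the TAA experiment ranged from 27589168 to 32631606 in the group labelled control (median 28101961) and from 25646531 to 30470027 in the group labelled TAA control (median 29802504). Replicates 14 and 15 of the group labelled TAA control were closer to each other than any other pair of libraries of one group. Their chi-square per degree of freedom over genes was 3.05, against at least 25.2 in the other groups. They were kept as 2 libraries because they still differed by more than sampling noise. Libraries prepared separately from one rat could differ in that way too, so whether they come from 2 rats was not settled. Expected counts were rounded to whole numbers, genes with too few counts for a test were removed with filterByExpr, and libraries were normalized with TMM. Each comparison was fitted with limma-voom on the 2 groups compared, and genes with an unadjusted p-value under 0.05 and a fold-change above 1.5 were called DEG, the thresholds the paper states.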

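Of 14789 genes tested between cirrhotic and healthy CCl4-LSECs, 8058 were DEG, of which 4256 (52.8%) were higher and 3802 (47.2%) lower in cirrhosis. An unadjusted p-value under 0.05 alone would be reached by about 739 of the tested genes by chance. With Benjamini-Hochberg adjustment of limma's p-values, 7660 DEG were left. The alternative that moved the count most was leaving out the low-count filter, which gave 9803 DEG. In 27% of the genes tested, the 6 cirrhotic libraries did not overlap with the 6 healthy ones, where chance gives 0.216%. The largest rise among well-expressed genes was in Ccl21 (ENSRNOG00000034290), from 3.84 ± 2.35 CPM (counts scaled to library size with TMM factors) in healthy rats (SD, n = 6) to 1216 ± 770 CPM in cirrhotic rats (SD, n = 6). Its log2 fold change was 8.33 (standard error 0.529, adjusted p = 7.48e-06 from limma-voom with Benjamini-Hochberg adjustment). Clic5 (ENSRNOG00000047218) and Mmp12 (ENSRNOG00000030187) followed, with log2 fold changes of 4.63 and 4.24 (adjusted p = 9.33e-05 and 0.000109 from the same test). The largest falls were in Cntfr (ENSRNOG00000047307), from 97.8 ± 29.4 to 10.4 ± 4.39 CPM, and in Ptpru (ENSRNOG00000013515) and Jph3 (ENSRNOG00000018784), with log2 fold changes of -3.35, -3.01 and -2.84. Between the 2 groups of the TAA experiment, 4228 of 14376 genes tested were DEG, and 3970 with adjusted p-values.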

DEG in each model were then analyzed using the IPA software. The main molecular processes defined in cirrhotic LSECs de-regulation were cell communication and organization, pro-oncogenic processes, cell death and survival, immune response, lipid metabolism, and cellular growth and proliferation, among others (Figure 1B). These results suggested that cell signaling and communication is key in LSECs pathobiology in cirrhosis development.

Although the number of total DEG was higher in CCl_4_-LSECs, a large number of de-regulated genes (801) were commonly shared in the three pre-clinical models (Figure 1C, Figure S1A,B and Table S4). 

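Of 13956 genes tested in both the CCl4 cirrhosis and the TAA experiment, 7777 were DEG between cirrhotic and healthy CCl4-LSECs and 4064 between the groups of the TAA experiment. Whatever the direction, 2158 genes were DEG in both. These were 53.1% of the genes called in the TAA experiment, while 55.7% of all genes tested in both were called in CCl4 cirrhosis. Lists drawn independently of each other would share about 2265 genes. The signs of the 2158 genes were not evenly divided, with 1723 related in one way between the experiments and 435 in the other. Which of these is the same direction depends on which group received TAA. Signs were the same in 435 genes with the group labelled control read as healthy, and in 1723 with the group labelled TAA control. The paper's count of genes shared by all its models, drawn as commonly up-regulated or down-regulated, is larger than 435. That argues against reading the group labelled control as healthy. The paper's count rests on its own gene calls and does not settle the labels, so neither number is given as shared direction. Dropping the fold-change threshold moved the number of shared genes most, to 5163. The cBDL libraries were not analysed here. From the molecular processes assigned to the DEG of each model, the paper proposes that cell signaling and communication is key in LSECs in cirrhosis.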

Additional analysis of the shared DEG in LSECs from experimental models using the DAVID Bioinformatics database [24] distinguished that 140 genes (17.6%) were involved in cellular components of EVs and their biogenesis (Figure S1C and Table S5).

### 3.2. Human Cirrhotic LSECs Transcriptome

The transcriptome of healthy and cirrhotic human CD32 b+ LSECs was analyzed using bulk RNA sequencing as resumed in Figure 2A. Similarly to the data from pre-clinical models, the principal component analysis (PCA) defined two clusters of LSECs according to healthy or cirrhotic phenotype (Figure 2B). After TMM and limma transformation, cirrhotic-LSECs exhibited 1411 DEG with fold-change > 1.5 and *p*-value < 0.05 compared with healthy LSECs (48.8% up-regulated and 51.2% down-regulated). As shown in Figure 2C, DEG were grouped in two main patterns, healthy or cirrhotic LSECs, demonstrating that cirrhotic LSECs showed different transcriptomic profile compared to healthy. Top 25 up- and down-regulated genes are described in Table S6.

Molecular processes analysis of DEG in human cells using IPA software confirmed “cell communication & organization” as a key process implicated in LSECs capillarization in cirrhosis (Figure 2D, Left). Indeed, various genes implicated in formation and excretion of EVs were significantly modulated in cirrhotic hLSECs as shown in the heatmap (Figure 2D, Right).

Gene ontology analysis between common DEG in human cirrhotic and LSECs isolated from different pre-clinical models of CLD revealed that a remarkable % of genes defined extracellular EVs as one of the main cellular components (Supplementary Figure S2). Specifically, human cirrhotic cells shared 71 genes (27.6%) with CCl_4_-LSECs (Tables S7 and S8), 43 genes (32%) with TAA-LSECs (Tables S9 and S10), 79 genes (28.6%) with cBDL-LSECs (Tables S11 and S12) and eight genes (24.3%) with the three experimental models of CLD implicated in EVs components. These transcriptomic analyses further suggested that cell communication through EVs represents an important process both in human cirrhotic and animal cirrhotic LSECs capillarization.

### 3.3. LSECs Transcriptomic Profile during Cirrhosis Progression

Progressive CCl_4_ administration periods defined three phases of liver injury in the rat model namely acute (after 2 weeks), fibrotic (6 weeks of administration) and decompensated cirrhosis when rats developed ascites (12–14 weeks) (Figure 3A). 

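Acute injury was sampled in LSECs of 5 rats after 2 weeks of CCl4 and fibrosis in LSECs of 5 rats after 6 weeks. The healthy and cirrhotic libraries were those of the comparison of cirrhosis models, which gives 22 libraries. The authors deposited RSEM expected counts for these as well, with totals per library from 32037715 to 36916992 in the acute group (median 32427552) and from 28205908 to 30679815 in the fibrosis group (median 30039286). The 10 most abundant genes took between 5.31% and 5.94% of the counts of an acute library and between 5.83% and 6.65% of a fibrosis library. For the principal component analysis (PCA), genes were kept with filterByExpr over the 22 libraries, and log2 CPM was computed with TMM factors and a prior count of 2. Genes were centred and not scaled. Pairs of groups were also compared by the share of the squared distance between libraries that lies between the groups, with an exact permutation test over every split of the libraries into groups of the same sizes. No sequencing batch is named in the sample labels or in the paper's text, so a batch that follows the stages cannot be told apart from them.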

LSECs were isolated from healthy and CCl_4_-treated rats, the RNA was sequenced, and the transcriptome profile was analyzed. As shown in Figure 3B, LSECs populations were clustered in four groups after performing PCA. 

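Over 15578 genes, the first principal component held 67% of the variance and the second 11.3%. The acute libraries had a mean PC1 score of 150 ± 2.89 (SD, n = 5) and the fibrosis libraries of 112 ± 7.97 (SD, n = 5). Cirrhotic and healthy libraries lay on the other side, at -89.3 ± 14.1 (SD, n = 6) and -129 ± 31.8 (SD, n = 6). On PC2 the cirrhotic libraries were at -67.5 ± 7.26 and the healthy libraries at 55.7 ± 37.5. Healthy libraries were the most spread, with a mean distance of 139 between pairs on the log2 CPM scale against 86.3 to 90.8 within the other groups. The groups held 83.4% of the variance between cirrhosis and acute injury and 79% between cirrhosis and fibrosis. Against healthy LSECs these shares were 76.6% for acute injury, 72.7% for fibrosis and 42.9% for cirrhosis. In each of these pairs no other split of the libraries gave a larger share (exact permutation test, one-sided, p = 0.00216, the smallest p-value that these group sizes give here). Between fibrosis and acute injury the share was 40.4% (exact permutation test, one-sided, p = 0.00794, the smallest that 5 against 5 allow). The smallest distance between a cirrhotic and a healthy library was 110, which is below the largest distance within the groups of 187, and between fibrosis and acute libraries it was 106, below the largest within these groups of 122. In the other pairs each distance between groups was above the largest within.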

Transcriptomic analyses showed 9148 DEG (47.5% up-regulated and 52.5% down-regulated) in LSECs after acute liver injury and 8813 at the stage of liver fibrosis (48.5% up-regulated and 51.5% down-regulated) compared to healthy-LSECs with a fold-change > 1.5 and *p*-value < 0.05 (Figure 3C and Supplementary Table S13). 

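In LSECs after acute injury, 10611 of 14317 genes tested were DEG against healthy LSECs, 5128 (48.3%) higher and 5483 (51.7%) lower. At the stage of fibrosis, 10351 of 14538 genes were DEG, 5206 (50.3%) higher and 5145 (49.7%) lower. Benjamini-Hochberg adjustment left 10502 and 10210 of these. Libraries of the groups compared did not overlap in 60.5% of the genes tested at the acute stage and in 58.9% at fibrosis, where chance gives 0.433%. The same 3 genes had the largest rises at both stages. Mmd (ENSRNOG00000002436) rose from 10.3 ± 2.85 CPM in healthy rats (SD, n = 6) to 2189 ± 232 CPM in the acute group (SD, n = 5) and lay between 1690 and 2120 CPM in the 5 fibrosis libraries, with log2 fold changes of 7.79 and 7.63 (standard errors 0.196 and 0.187, adjusted p = 2.46e-10 and 3.62e-10 from limma-voom). Cxcl3 (ENSRNOG00000028043) had log2 fold changes of 8.26 and 7.74, and Cyp1b1 (ENSRNOG00000040287) of 7.79 and 7.37. The largest falls were in Fosb (ENSRNOG00000046667), from 10900 ± 2910 to 14.6 ± 11 CPM in the acute group and 36.1 ± 10.5 CPM in the fibrosis group, and in Islr (ENSRNOG00000048924) and Eln (ENSRNOG00000001469). Islr had log2 fold changes of -9.41 and -8.01 and Eln of -9.27 and -7.72. Fosb belongs to a list of 10 genes that respond to tissue dissociation, all lower at both stages. Whether its fall came from injury or from how the cells were handled was not settled. In cirrhotic LSECs, Mmd was at 14 ± 4.64 CPM and Fosb at 5888 ± 2010 CPM (SD, n = 6). Against healthy LSECs, Mmd (log2 fold change 0.39) and Eln (0.18) were not DEG at cirrhosis, Cyp1b1 (3.67) and Cxcl3 (1.88) were higher and Islr (-2.43) and Fosb (-0.94) lower (adjusted p at most 0.00947 from limma-voom).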

The results of cirrhotic LSECs are explained above (Section 3.1). We next characterized the transcriptomic results using IPA in each stage. LSECs showed differential transcriptomic profile during cirrhosis progression; however, processes implicated in cell communication and cellular organization are remarkable during all the disease progression, from acute liver injury until advanced cirrhosis, representing around of 30% of the total molecular processes involved in genes de-regulation (Figure 3D). 

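Fewer genes separated fibrosis from acute injury than separated either from cirrhosis. Between fibrosis and acute injury, 2189 of 13931 genes tested were DEG, 1995 (91.1%) of them higher at fibrosis. Between cirrhosis and fibrosis 9755 of 15186 genes were DEG, and between cirrhosis and acute injury 10459 of 15005. With adjusted p-values these counts were 1529, 9686 and 10399. Without the fold-change threshold, 4968 genes differed between fibrosis and acute injury, 55.8% of them higher at fibrosis. Marker lists of hepatocytes, lymphocytes and stellate cells lay higher at fibrosis than after acute injury. Their mean log2 differences from healthy LSECs were -2.685, -2.181 and 0.394 at fibrosis against -5.814, -4.449 and -2.027. The macrophage list went the other way (-4.107 against -3.498). Whether RNA of other cells accounts for genes higher at fibrosis was not tested. Of 13958 genes tested at all 3 stages against healthy LSECs, 5041 were DEG in the same direction at every stage, 2566 higher and 2475 lower. Acute injury and fibrosis shared 9212 DEG in the same direction and 14 in opposite directions. Of 10529 genes that were DEG after acute injury and tested between cirrhosis and fibrosis, comparisons without a library in common, 7366 (70%) moved the other way between fibrosis and cirrhosis and 98 the same way. A factor that sets acute and fibrosis libraries apart from healthy and cirrhotic ones, such as a separate preparation, would give this reversal too. No such factor was excluded. Acute injury and cirrhosis shared 5186 DEG in the same direction and 818 in opposite directions. All 3 stages were compared with the same healthy libraries, which by itself favours a shared direction. How many of the genes shared between stages this accounts for was not computed. Genes called at a single stage numbered 692 at acute injury, 323 at fibrosis and 1290 at cirrhosis. From the processes assigned to the DEG of each stage, the paper states that cell communication and cellular organization were involved throughout progression.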

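The genes for EVs biogenesis and exocytosis shown in Figure 3E were 17 in number, and all were tested. Against healthy LSECs, 16 of them were DEG after acute injury, 16 at fibrosis and 12 at cirrhosis. With p-values adjusted over all genes or over these 17 alone, the counts were 16, 16 and 9. Among Vps28, Mvb12a, Mvb12b, Ap2s1, Flot2, Cd9, Cd81, Rab3a, Sphk1, S1pr3, S1pr4 and Cers4, all 12 were lower after acute injury than in healthy LSECs and 11 at fibrosis. At cirrhosis 9 of the 12 were lower than in healthy LSECs, Cd9 and S1pr3 were higher, and Cers4 was not DEG. Compared with fibrosis, 9 of these 12 were higher at cirrhosis and none lower. A list of 9 LSEC marker genes was also lower in the acute and fibrosis libraries. Its mean log2 differences from healthy LSECs were -3.253 and -3.29, against -0.281 at cirrhosis. The falls of the EV-related genes and their later rises were therefore not separated from a wider shift of these libraries, whether from stage or preparation. Tsg101, Vps36, Chmp4bl1, Vps4a and Cers6 were higher than in healthy LSECs at fibrosis, and all but Chmp4bl1 were also called after acute injury. Of these 5, Vps36 was the one called at cirrhosis, with a log2 fold change of 1.26 (standard error 0.236, adjusted p = 0.000837 from limma-voom). The name Chmp4bl1 marks a gene like Chmp4b, and whether reads of these genes were divided between them was not tested. Cd81 (ENSRNOG00000020451) was at 1437 ± 395 CPM in healthy LSECs (SD, n = 6), 145 ± 11.1 CPM after acute injury (SD, n = 5), 133 ± 6.83 CPM at fibrosis (SD, n = 5) and 610 ± 74.2 CPM at cirrhosis (SD, n = 6). Its log2 fold change against healthy LSECs was -1.23 at cirrhosis (adjusted p = 0.000239 from limma-voom). Flot2 (ENSRNOG00000009681) followed the same order, with 202 ± 49.7 CPM in healthy and 72.2 ± 7.75 CPM in cirrhotic LSECs. One healthy library, replicate 6, lay below the others in Flot2. S1pr3 (ENSRNOG00000014524) rose from 8.63 ± 3.24 CPM in healthy to 34.2 ± 11.7 CPM in cirrhotic LSECs, a log2 fold change of 1.94 (adjusted p = 0.000281). Its fall after acute injury was no longer significant with edgeR's quasi-likelihood test (log2 fold change -0.77, adjusted p = 0.222), and with a library left out it lost adjusted significance in 9 of 11 fits. Cd9 (ENSRNOG00000019556) had a log2 fold change of 0.91 at cirrhosis that did not pass adjustment in limma-voom (adjusted p = 0.0512), nor did the falls of Sphk1 (adjusted p = 0.0687) and S1pr4 (adjusted p = 0.0777). The changes of Sphk1 and S1pr4 passed adjustment with edgeR (adjusted p = 0.0301 and 0.0207) and with DESeq2 (adjusted p = 0.00893 and 0.00318), and that of Cd9 did not. One cirrhotic library, replicate 2, lay below the others in Sphk1. Without TMM, Rab3a was not significant at cirrhosis (log2 fold change -0.28, adjusted p = 0.289). The 9 genes lower at cirrhosis kept their sign with library-size CPM and with DESeq2's size factors, but Mvb12b, Rab3a, Sphk1 and S1pr4 were no longer DEG with library-size CPM, nor was S1pr4 with DESeq2's size factors.

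**Figure D1:**
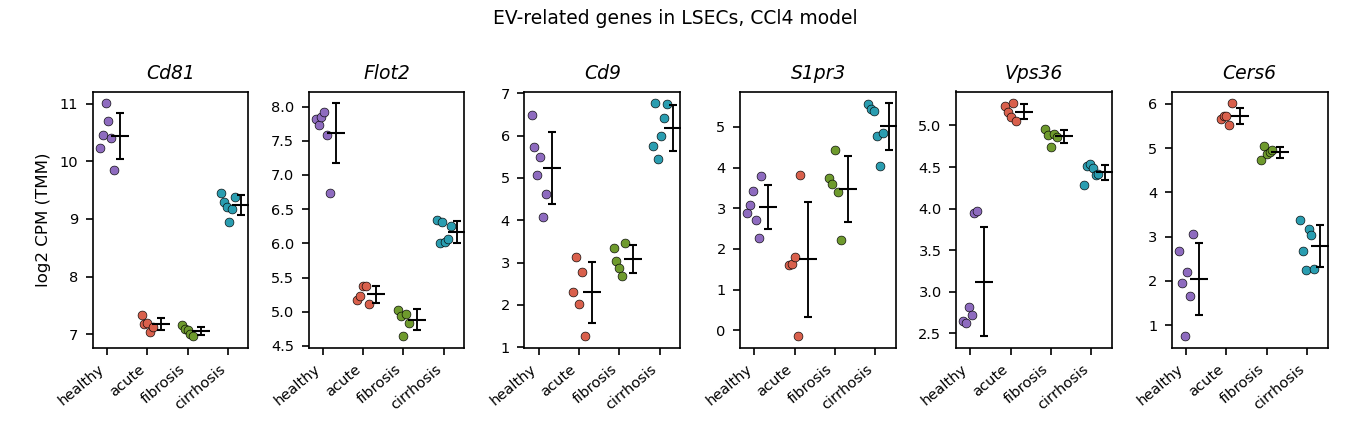
log2 CPM with TMM normalization (vertical axes) of 6 EV-related genes in each LSEC library of the CCl4 model, by stage (horizontal axes). Each point is a library, and the bars beside them are the mean and SD of the group. In Cd81 and Flot2 the cirrhotic libraries lie between the healthy libraries and those of the acute and fibrosis groups.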

Concretely, we found that several genes related to molecular complexes and membrane receptors necessary for EVs biogenesis and exocytosis were differentially expressed in LSECs from the three stages of CCl_4_ rat model when compared to healthy LSECs (Figure 3E and Supplementary Table S14). Notably, genes related with pro-oncogenic processes were incrementally de-regulated during CLD progression (Figure 3D).

### 3.4. Effects of LSECs Secretome on Hepatic Neighboring Cells during CLD

Complete secretome (CS), or conditioned media, was obtained from primary LSECs isolated from rats at the three stages of CLD. To avoid a potential source of exogenous EVs contamination, we opted for an EVs-depleted FBS and endothelial cell growth supplement was not added to cell cultures, guaranteeing therefore a pure rat LSECs-derived secretome [21]. Since our interest was to observe the effect of the complete secretome on neighboring liver cells, LSECs medium was also not complemented with heparin which could mask EVs receptors on recipient cells [25].

Recipient cells (Hep, HSCs and HMΦs) from healthy rats were incubated with LSECs CS from acute, fibrotic and cirrhotic stages and the expression of a specific gene set for each recipient cell type was assessed. Hnf4α, Alb, Slc22 a1 and Slc10 a1 gene expression were assessed as markers of hepatocyte phenotype [26], Col1α1 and Pdgfrβ as markers of HSCs activation and collagen producing phenotype [27], Mrc1 and Il-10 for HMΦ pro-resolutive phenotype and Il-6 and Il-1β for HMΦ pro-inflammatory phenotype [28].

LSECs CSs from specific liver disease stages affected neighboring cells in different ways. Hepatocytes were minimally affected by LSEC secretomes (Figure 4A) while HSCs and HMΦs were mostly modulated by CSs proceeding from fibrotic and cirrhotic LSECs. Indeed, CSs from fibrotic and cirrhotic stages induced an HSC proliferative and collagen producing phenotype, with no significant changes in αSMA, while those from an acute stage of CLD were not able to induce the same phenotype switch (Figure 4B). Pro-activation effects of cirrhotic.

LSEC CS were further confirmed by augmented expression of αSMA protein in HSCs when incubated for 48 h (Supplementary Figure S3). CS from cirrhotic stage also affected HMΦs that polarized toward a pro-inflammatory phenotype with no changes in those genes related to the HMΦs pro-resolutive phenotype (Figure 4C).

### 3.5. Effects of LSECs Secretome Sub-Fractions on Liver Cells Phenotype

Once established the disease progression time point at which phenotypic changes occur in neighboring cells, we wanted to understand whether the observed changes were due to the entire secretome or to a precise sub-fraction of it. We assessed the activity of secretome fractions principally on HSCs and HMΦs, since hepatocytes appeared barely affected by CS.

Although EVs physiological concentration is still unknown, we used the concentration of EVs normally used in in vitro experiments [29,30]. We also analyzed the concentration of the large EVs and small EVs fractions, the presence of the principal EVs-related markers by immunoblot, and finally visualized small EVs by Cryo-TEM (Supplementary Figure S4).

Regarding HSCs, we did not observe a predominant secretome sub-fraction promoting stellate cell activation (Figure 4D), but HMΦs gene expression showed a slightly greater effect of the SF and large EVs fractions on both the group of genes related to the pro-inflammatory and pro-resolutive phenotype, suggesting that molecular components shuttled in these fractions may be prone to rapidly prepare the HMΦ cells machinery to both inflammatory and resolutive cellular strategies (Figure 4E).

### 3.6. LSECs Secretome Profile during Cirrhosis Progression

Next, we set out to characterize the components of the LSECs secretome during CLD. We decided to thoroughly investigate the sub-fraction corresponding to small EVs for various reasons: first, because of their relevance and growing attention in the field of Hepatology [11], where LSECs EVs cargo has never been characterized; second, because of their potential importance in future therapeutic developments and use as disease biomarkers [31]; and finally, because we observed a change in the pattern of released EVs by cirrhotic LSECs, with a decrease in large EVs associated with a concomitant increase in small EVs levels (Supplementary Figure S4A).

We first confirmed the ability of HSCs to internalize small EVS from cirrhotic LSECs (Supplementary Figure S5) and subsequently performed a proteomic characterization of the small EVs LSECs-borne fraction across CLD. The proteomic analysis detected 1034 proteins of which 345 were submitted to further analysis. Such reduction reflects the selection criteria used to ensure that the proteins detected were directly coming from cultured rat LSECs and not from any contamination source (see supplementary information).

Of the 345 proteins, 329 were detected in the healthy group, 213 in the acute injury group, 303 in the fibrotic group and 275 in the cirrhotic group (Figure 5A, Left). We evaluated the relative expression of the detected proteins using the Perseus platform [32] and ran an IPA to assess which biological processes the detected proteins were mostly related to. Most of the IPA matches were with the categories of cellular organization and communication, lipid and carbohydrate metabolism and gene and protein expression, among others (Figure 5A, Right). 

Within the analyzed proteins we found various molecules of potential interest such as histones known to act as DAMPs [33], and elements of the cellular cytoskeleton and cellular contractile machinery such as tropomyosins, specifically TPM1 and TPM2 (Figure 5B, Supplementary Table S15). In the case of TPM1, the IPA software grouped it within the categories of cellular assembly, organization and signaling and the relative expression analysis with Perseus detected a specific augmented expression of the protein in the cirrhotic stage while maintaining a moderate expression in the acute and fibrotic stages when compared with the healthy group (Figure 5C). 

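Expression of Tpm1 (ENSRNOG00000018184) in LSECs was 22.3 ± 4.2 CPM in healthy rats (SD, n = 6) and 35.2 ± 2.83 CPM in cirrhotic rats (SD, n = 6). The difference in mean log2 CPM was 0.675, with every cirrhotic library above every healthy one (exact permutation test, two-sided, p = 0.00216). With limma-voom, the log2 fold change was 0.65 (standard error 0.14, adjusted p = 0.00205 over all genes). Leaving out each library in turn kept the difference between 0.583 and 0.727. Computing CPM from library size without TMM moved it most, to 0.992. After acute injury Tpm1 was at 12.7 ± 5.12 CPM (SD, n = 5), with 1 of the 5 libraries apart from the others, and at fibrosis it was at 38 ± 13 CPM (SD, n = 5). Against healthy LSECs the log2 fold change was -0.82 after acute injury (adjusted p = 0.00597 from limma-voom) and 0.81 at fibrosis (adjusted p = 0.00663). Without TMM the fall after acute injury was not significant (log2 fold change -0.41, adjusted p = 0.176). Fibrosis and cirrhosis were not distinguishable in Tpm1 (log2 fold change of cirrhosis against fibrosis -0.11, adjusted p = 0.587). Across the 6 cirrhotic libraries Tpm1 tended to rise with a list of stellate cell marker genes. Pearson's r was 0.72 (exact permutation p = 0.0917) and Spearman's rho 0.89 (exact permutation p = 0.0333). The adjusted p of r was 0.138 over 3 correlations (Benjamini-Hochberg, exact permutation). The other 2 were of PC2 scores of the healthy libraries, with hepatocyte markers and with library size. For Tpm1, r was 0.92 without the 2 libraries farthest from the median. Whether Tpm1 and the stellate markers are related was not settled by 6 libraries. The small EVs proteome was not analysed here.

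**Figure D2:**
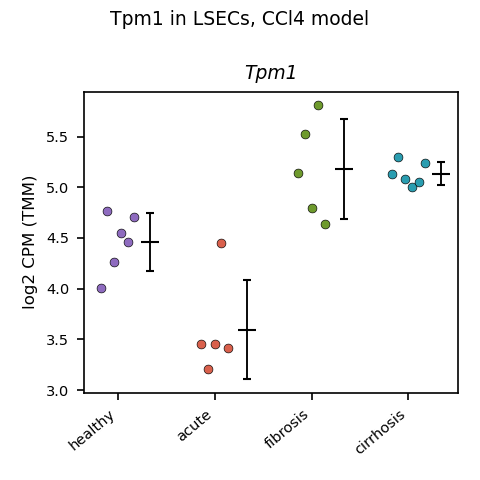
log2 CPM of Tpm1 with TMM normalization (vertical axis) in each LSEC library of the CCl4 model, by stage (horizontal axis). Each point is a library, and the bars are the mean and SD of the group. The cirrhotic libraries lie above the healthy ones, and 1 acute library lies above the other 4.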

Consistent with this observation, mRNA and protein expression of TPM1 was up-regulated in CCl_4_-cirrhotic LSECs (Figure 5D).

### 3.7. Effects of TPM1 on HSCs Phenotype

Considering the differential expression of TPM1 in cirrhotic LSECs small EVs, and the angiocrine potential of this protein [34], we examined the effects of TPM1 on primary rat activated HSCs. First, we used in vitro activated HSCs observing a significant decrease in the gene expression of Col1α1, αSma and Rock1 when treating them with 10 µg/mL, with no major differences in Pdgfrβ expression when compared to vehicle (Figure 5E). The same findings were observed in HSCs freshly isolated from cirrhotic rats (Figure 5F). No signs of HSCs death were observed in response to treatments.

## 4. Discussion

In the present study, we approached LSECs pathophysiological impact on CLD by analyzing its phenotypic modifications during the progression to cirrhosis of the liver, the pre-neoplastic stage of liver cancer [35]. LSECs are known to elicit a pivotal role in the maintenance and regulation of the liver milieu. Indeed, they possess a unique phenotype and are involved in the regulation of multiple biological processes such as angiogenesis, vascular regulation of sinusoidal blood flow, monitoring of gut microbial products and regulation of the immune response along with HMΦs [36,37]. They constitute the liver’s first line of defense and the injury-borne endothelial dysfunction has been described as a main driver of the processes related to HSCs activation and the establishment of PH [5]. Because of this, understanding the grades of LSECs dysfunctionality during the progressive development of CLD may help at defining novel pathobiological pathways and therapeutic opportunities for cirrhosis.

To pursue this aim we first characterized the transcriptome of LSECs isolated from three widely used pre-clinical models of advanced CLD, then, validated these pre-clinical results with data from primary human cirrhotic LSECs and, finally, developed a progressive liver injury model to mimic the chrono-biological alterations of CLD we wanted to investigate. Transcriptomic analysis revealed valuable data regarding the genes and the molecular pathways de-regulated in advanced CLD, disclosing those related with oncogenic processes and cellular communication as the two major descriptors of the rat capillarized liver endothelium. The same molecular processes defined the transcriptome of human CD32 b+ LSECs isolated from patients with CLD compared to controls. Detailed analysis of de-regulated genes in our transcriptomic data revealed that most of the deregulated genes both in human and rat cirrhotic LSECs were related to communication processes, specifically with the biogenesis and exocytosis of EVs. This observation agrees with previous studies demonstrating that LSECs paracrinally communicate with other resident liver cells being able, for example, to regulate HSCs phenotype [9,38,39]. Moreover, our RNAseq data coincide with recent works characterizing the liver endothelium at single cell level [38,39,40]. Indeed, molecular processes and cellular component analyses of previous human and mouse transcriptomic data confirmed that vesicle-mediated transport and cell communication and organization molecular processes are markedly induced in cirrhotic LSECs (Supplementary Figure S6), overall validating our observations and reinforcing the importance of LSECs-mediated cross-talk within the liver milieu.

We then wondered whether LSECs-derived EVs could convey specific biological information that changes along the progression of CLD and that may have a stage-dependent influence on the phenotype of neighboring liver cells. To test this hypothesis, we used a pre-clinical model of CLD, where stage-specific changes in LSECs phenotype and secretome can be investigated. Particularly, the transcriptome and secretome of the liver endothelium was characterized across the progression of CLD using the CCl_4_ pre-clinical model of cirrhosis. This animal model has been used to characterize stage-specific changes in CLD disease [16] and probably represents the mostly used experimental model to investigate the pathophysiology of CLD and its clinical complications. Molecular pathways analysis of deregulated genes in each stage of the disease revealed that approximately one third of them relate to cellular interaction/communication, confirming the importance of LSEC angiocrine activity during chronic liver injury. On the other hand, fluctuation of certain pathways along cirrhosis progression was observed, including a reduction in immune response and an increment in pro-oncogenic genes, which indeed deserves future investigations that are out of the scope of the present work.

Analysis of the genes involved in LSEC angiocrine capacity, specifically in the biogenesis of EVs, showed a stage-dependent up-regulation in the ESCRT-dependent pathway (Mvb12 a, Mvb12 b), lipid-rafts structures such as Flot2, the tetraspanins Cd9 and Cd81, and the Rab3 a small GTPase responsible for migration of EVs to the plasma membrane and subsequent exocytosis, among others. Although such up-regulations were not accompanied by an enhanced vesicle secretion by LSECs, the crosstalk experiments on HSCs and HMΦs with the endothelial secretome fractions, suggested that the content rather than the quantity might be involved in the phenotype regulation of recipient cells. Indeed, it has been shown that EVs cargo is representative of the cell physiological stage and their content is able to sensitize the recipient cells reprogramming their behavior within the liver milieu [41].

We therefore characterized the protein content of the endothelial small EVs sub-fraction during the progression of CLD. This proteomic analysis revealed a group of potentially interesting proteins but, due to their implication in contractility processes and as a proof-of-concept study, we focused on tropomyosins and specifically on TPM1 which expression across the CLD was lightly up-regulated and finally spiked in the cirrhotic stage. TPM1 expression has been previously found in activated HSC colocalizing with αSMA in liver tissue samples from rat livers [42], and has also been detected in serum and liver tissue from patients [43], where it has been proposed as potential biomarker of cirrhosis. Despite the abovementioned studies, our results suggest that TPM1 may have a protective-like effect on activated HSCs.

We admit limitations in our study such as the use of immunomagnetism to isolate human LSECs, which may induce selection of certain cellular sub-populations. Although CD32 b has been previously used as marker for LSECs isolation [44,45], we applied gene set enrichment analysis to corroborate the phenotypic concordances between our cells and the endothelial cells described in [39] using single cell analysis. The results of these analyses confirmed that CD32 b+ cells used in our study were mostly enriched in LSECs. The number of human donors included in the study may be considered low, nevertheless it is larger than previous works and, importantly, both the molecular processes and the gene ontology analyses of human and rat cirrhotic LSECs validated the transcriptomic profile involved in human LSECs deregulation. We also admit that the results from the proof-of-concept experiments using TPM1 may be controversial. The real impact of endothelial-derived TPM1 embedded in small EVs on neighboring cells in a multi-cellular milieu, and its underlying mechanisms, remains conjectural. Future desirable studies will help to clarify the specific role of LSECs-derived EVs in CLD pathophysiology, and their possible role as novel biomarkers of endothelial dysfunction in disease.

On the other hand, we do believe that our work adds significant pieces of relevant data to the liver vascular pathobiology field. The analysis of LSECs transcriptome in three mostly used pre-clinical models of CLD provides data pointing to the singularity of each model, the commonly shared de-regulated pathways and, importantly, their similarity to the human liver endothelium in cirrhosis. It is important to highlight that deep analysis of our data demonstrated that certain genes and molecular pathways de-regulated in cirrhotic human LSEC are mirrored or not in a particular animal model, thus providing essential information for a better use of pre-clinical models of disease in order to improve the translatability of pre-clinical findings to the real clinical scenario [6]. Our data also complement previous transcriptomic works characterizing the transcriptome of sinusoidal cells in healthy [40,41,46] and CLD [40,47] scenarios, nevertheless this is the first time that the dynamic changes of LSECs transcriptome have been investigated across CLD, compared to human cells, and holistically explored considering LSECs secretome, altogether helping to further understand the pathobiology of liver endothelial dysfunction in cirrhosis.

## 5. Conclusions

In conclusion, the present study is the first to provide a comprehensive transcriptomic analysis of LSECs, and to characterize the secretory machinery of this cell type, during the progression of CLD. Although experimental in nature, we believe that our data will serve as conceptual basis for the discovery of novel biomarkers and therapeutic targets for the treatment of patients with cirrhosis and other liver diseases coursing with endothelial dysfunction.

## Figures and Tables

**Figure 1:**
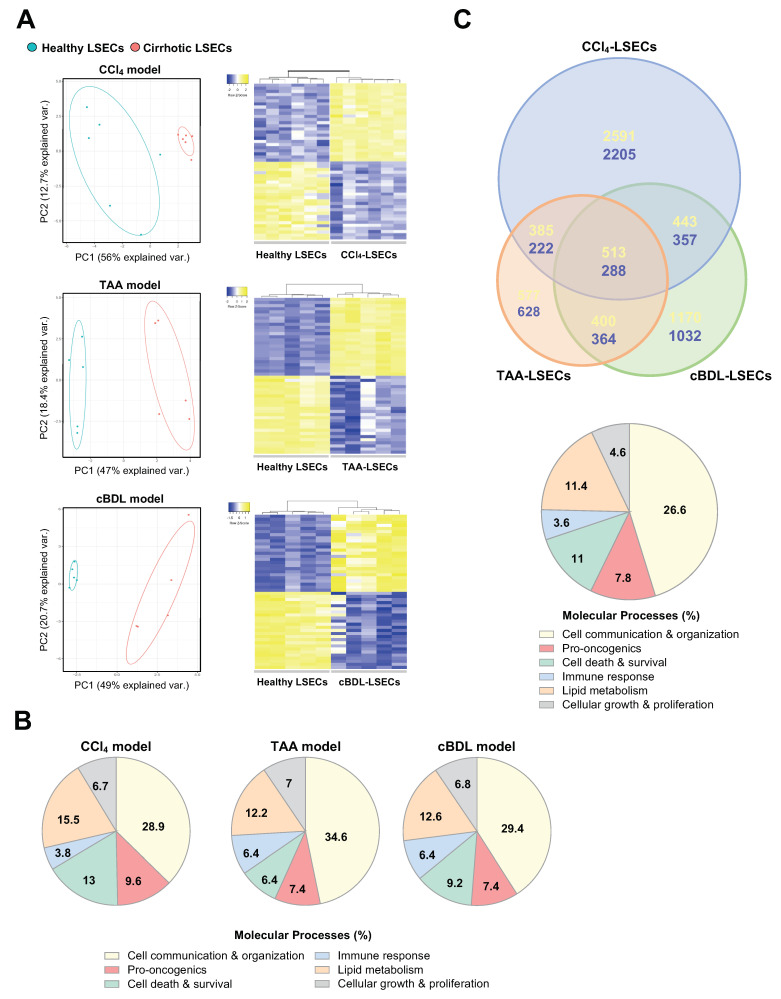
LSECs transcriptome in experimental models of advanced CLD. (**A**) Transcriptomic profile of LSECs isolated from CCl_4_, TAA and cBDL pre-clinical models of chronic liver disease and healthy animals represented as Principal Component Analysis graphic (Left), and top 25 up- (yellow) and down-regulated (blue) genes represented in heatmaps (Right). (**B**) Molecular processes deregulated in cirrhotic LSECs analysed by Ingenuity Pathway Analysis software. (**C**) Venn diagram showing the commonly up-regulated (yellow) or down-regulated (blue) genes comparing three pre-clinical models of CLD (Up), and main molecular processes that define the common differentially expressed genes (Bottom). *n* = 5–6 independent LSECs isolations per experimental model & healthy. Significant differences are considered in RNAseq when fold-change > 1.5 and *p*-value < 0.05.

**Figure 2:**
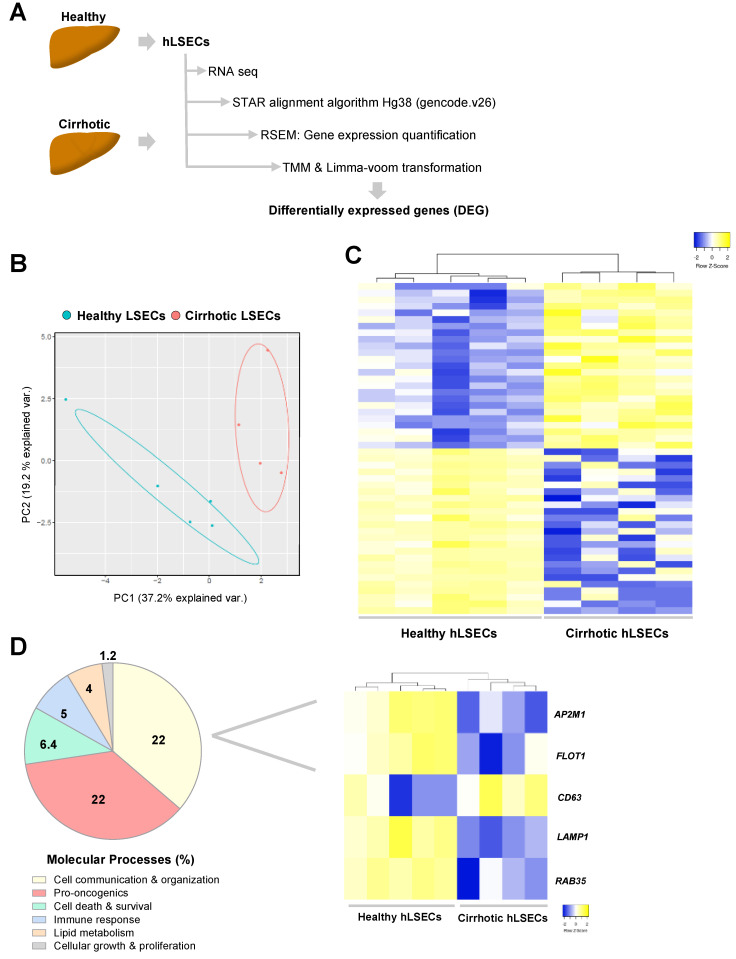
Transcriptomic profile of human LSECs in advanced CLD. (**A**) LSECs were isolated from human healthy and cirrhotic liver tissue, RNA was sequenced, and differential expression of genes was obtained as illustrated. (**B**) Principal Component Analysis of healthy and cirrhotic human LSECs transcriptomic profile. (**C**) Top 25 of up- (yellow) and down-regulated (blue) human cirrhotic LSECs genes depicted in heatmap. (**D**) Left, molecular processes deregulated in human cirrhotic LSECs analysed by Ingenuity Pathway Analysis. Right, heatmap of representative genes involved in extracellular vesicles biogenesis and secretion. *n* = 5 healthy LSECs and *n* = 4 cirrhotic LSECs. Significant differences are considered in RNAseq when fold-change > 1.5 and *p*-value < 0.05.

**Figure 3:**
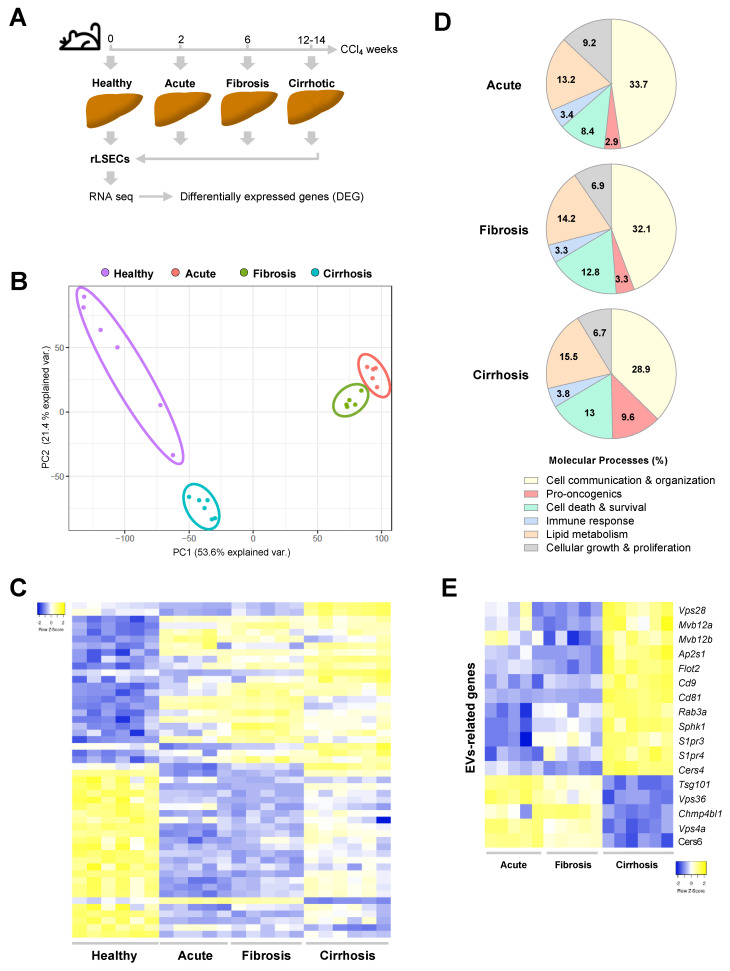
LSECs transcriptome during the progression of CLD. (**A**) Schematic diagram of LSECs isolation and RNAseq during CLD progression. (**B**) Principal Component Analysis representation of LSECs isolated at different stages of liver disease. (**C**) Top 25 up- (yellow) and down-regulated (blue) LSECs genes during CLD progression. Deregulated genes have been ordered according to the fold-change in cirrhotic LSECs. (**D**) Molecular processes of LSECs deregulated genes in each stage of CLD analysed by Ingenuity Pathway Analysis. (**E**) Representative deregulated genes during CLD progression implicated in the biogenesis and exocytosis of extracellular microvesicles. *n* = 5–6 independent LSECs isolations per disease stage. Differences in RNAseq are considered significant when fold-change > 1.5 and *p*-value < 0.05.

**Figure 4:**
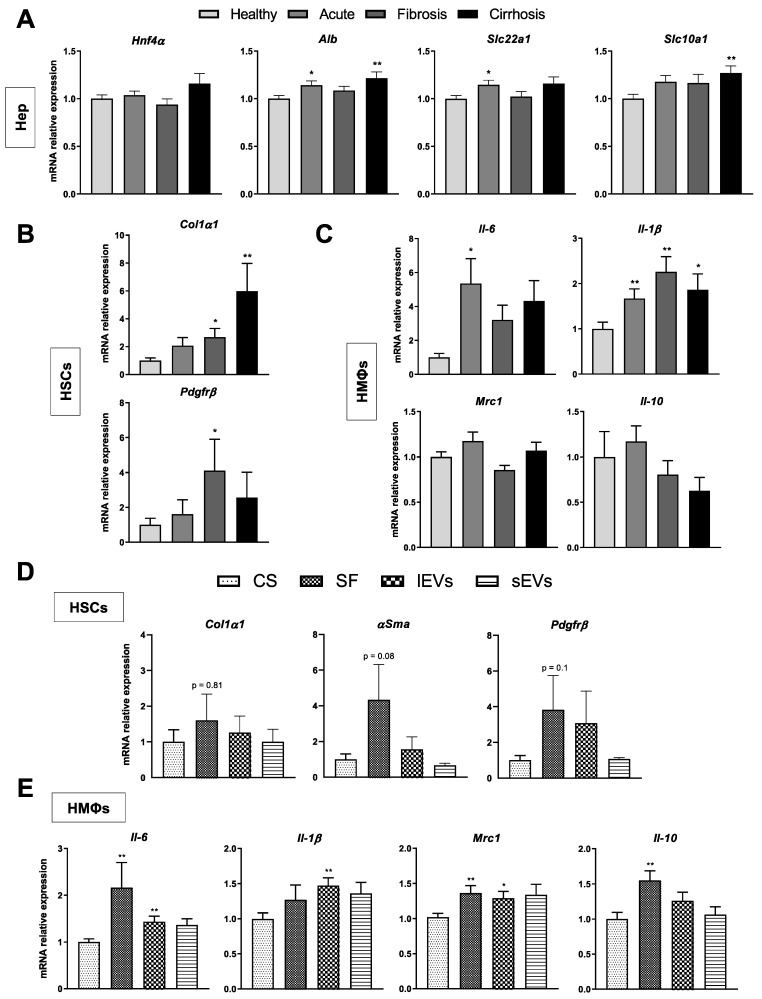
Effects of LSECs secretome on neighbouring liver cells during CLD. mRNA expression of specific phenotype markers in hepatocytes (**A**), HSCs (**B**) and HMΦs (**C**) incubated for 24 h with the complete secretome (CS) of LSECs isolated at each stage of CLD. mRNA expression of phenotype markers in HSCs (**D**) and HMΦs (**E**) after 24 h of incubation with the different sub-fractions of cirrhotic LSECs secretome: large extracellular vesicles (lEVs), small EVs (sEVs) and soluble factors (SF), normalized to CS-receiving cells. Results derive from *n* = 3–5 independent experiments. * *p* < 0.05 and ** *p* < 0.01 on t test (Mann-Whitney U test for non-parametric variables) for differences between each group and the CS group.

**Figure 5:**
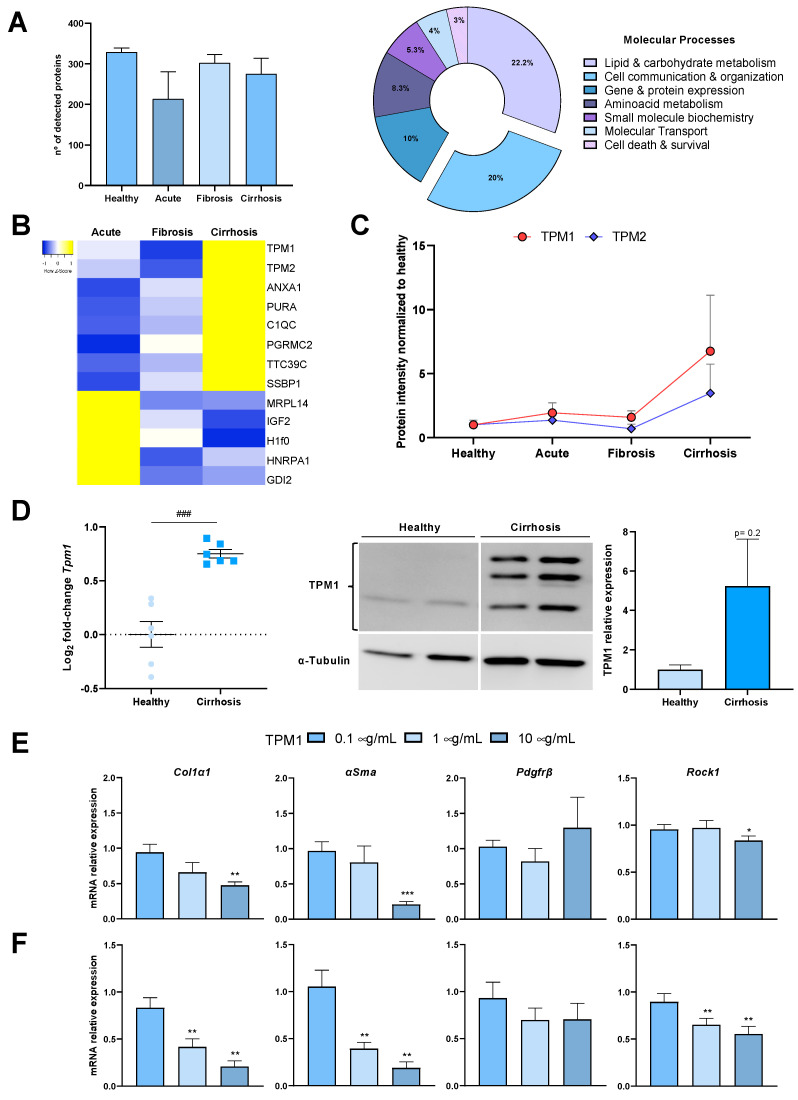
LSECs extracellular vesicles proteomics during CLD progression. (**A**) Left, number of proteins detected in LSECs-derived small EVs at each stage of CLD progression. Right, cellular processes of deregulated proteins in cirrhotic LSECs EVs analysed by Ingenuity Pathway Analysis. (**B**) Heatmap of the top up- (yellow) and down-regulated (blue) proteins of LSECs EVs during CLD progression and, (**C**) graphical representation of Tpm1 & 2 gene expression in LSECs EVs across CLD. (**D**) Left, mRNA expression of Tpm1 in healthy and CCl_4_-cirrhotic LSECs. Values are represented in log2 fold-change. Right, western blot representative image of TPM1 in healthy and CCl_4_-cirrhotic LSECs, and corresponding quantification. (**E**) mRNA expression of depicted genes in in vitro activated HSCs and (**F**) primary isolated cirrhotic CCl4-HSCs exposed to different concentrations of recombinant TPM1 for 24 h. Red dot lines represent vehicle-treated cells. Results derive from *n* = 9 isolations (**A**,**B**), *n* = 9 independent samples (**C**), *n* = 6 independent isolations (**D**) and *n* = 3–5 independent experiments (**E**,**F**). ### *p* < 0.001 t test between cirrhotic and healthy group; * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001, t test (Mann-Whitney U test for non-parametric variables) for differences between each group and the corresponding control group.

## Data Availability

Data is contained within the article or supplementary material. RNA sequencing data are available in corresponding GEO database, and at www.shiny.lvbrg.barcelona/lsec (accessed on 14 May 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13112688/s1, Supplementary Materials and Methods. Figure S1: Common deregulated genes in CCl_4_-, TAA- and cBDL-cirrhotic LSECs. Figure S2: Cellular component analysis of commonly deregulated genes. Figure S3: Effects of cirrhotic LSECs secretome in rat HSCs. Figure S4: LSECs extracellular vesicles characterization. Figure S5: Extracellular vesicles internalization by HSCs. Figure S6: Primary LSECs isolation. Figure S7: Western blot images. Table S1: Top 25 up- & down-regulated genes in CCl_4_-cirrhotic rat LSECs. Table S2: Top 25 up- & down-regulated genes in TAA-cirrhotic rat LSECs. Table S3: Top 25 up- & down-regulated genes in cBDL-cirrhotic rat LSECs. Table S4: Top common up- and down-regulated genes between CCl_4_-, TAA and cBDL cirrhotic rat LSECs. Table S5: Common DEG between CCl_4_-, TAA- and cBDL-cirrhotic rat LSECs defining extracellular exosomes components. Table S6: Top 25 up- & down-regulated genes in human cirrhotic CD32 b+ LSECs. Table S7: Top common up- and down-regulated genes between human cirrhotic CD32 b+ LSECs and CCl_4_-cirrhotic rat LSECs. Table S8: Common DEG between cirrhotic human and CCl_4_-cirrhotic rat LSECs defining extracellular exosomes components. Table S9: op common up- and down-regulated genes between human cirrhotic CD32 b+ LSECs and TAA- cirrhotic rat LSECs. Table S10: Common DEG between cirrhotic human and TAA-cirrhotic rat LSECs defining extracellular exosomes components. Table S11: Top common up- and down-regulated genes between human cirrhotic CD32 b+ LSECs and cBDL- cirrhotic rat LSECs. Table S12: Common DEG between cirrhotic human and cBDL-cirrhotic rat LSECs defining extracellular exosomes components. Table S13: Top 25 up- & down-regulated genes in CCl_4_-cirrhotic rat LSECs during CLD progression. Table S14: Genes related to molecular complexes and membrane receptors necessary for EVs biogenesis and exocytosis. Table S15: Top up- & down-regulated proteins in CCl4-cirrhotic rat LSECs sEVs during CLD progression. Table S16: Clinical characteristics. Table S17: Primary Antibodies. Table S18: RT-qPCR primers.

## References

[1] Marcellin P., Kutala B.K. (2018). Liver diseases: A major, neglected global public health problem requiring urgent actions and large-scale screening. Liver Int..

[2] Deleve L.D. (2009). The hepatic sinusoidal endothelial cell: Morphology, function, and pathobiology. The Liver.

[3] Rockey D.C. (2006). Hepatic fibrosis, stellate cells, and portal hypertension. Clin. Liver Dis..

[4] Bernsmeier C., van der Merwe S., Périanin A. (2020). Innate immune cells in cirrhosis. J. Hepatol..

[5] Gracia-Sancho J., Marrone G., Fernández-Iglesias A. (2019). Hepatic microcirculation and mechanisms of portal hypertension. Nat. Rev. Gastroenterol. Hepatol..

[6] Nevzorova Y.A., Boyer-Diaz Z., Cubero F.J., Gracia-Sancho J. (2020). Animal models for liver disease – A practical approach for translational research. J. Hepatol..

[7] Marrone G., Shah V.H., Gracia-Sancho J. (2016). Sinusoidal communication in liver fibrosis and regeneration. J. Hepatol..

[8] Greuter T., Shah V.H. (2016). Hepatic sinusoids in liver injury, inflammation, and fibrosis: New pathophysiological insights. J. Gastroenterol..

[9] Deleve L.D., Wang X., Guo Y. (2008). Sinusoidal endothelial cells prevent rat stellate cell activation and promote reversion to quiescence. Hepatology.

[10] Xie G., Wang X., Wang L., Wang L., Atkinson R.D., Kanel G.C., Gaarde W.A., DeLeve L.D. (2012). Role of differentiation of liver sinusoidal endothelial cells in progression and regression of hepatic fibrosis in rats. Gastroenterology.

[11] Hirsova P., Ibrahim S.H., Verma V., Morton L.A., Shah V.H., LaRusso N.F., Gores G.J., Malhi H. (2016). Extracellular vesicles in liver pathobiology: Small particles with big impact. Hepatology.

[12] Szabo G., Momen-Heravi F. (2017). Extracellular vesicles in liver disease and potential as biomarkers and therapeutic targets. Nat. Rev. Gastroenterol. Hepatol..

[13] Eguchi A., Lazaro R.G., Wang J., Kim J., Povero D., Willliams B., Jiaohong W., Stärkel P., Schnabl B., Ohno-Machado L. (2017). Extracellular vesicles released by hepatocytes from gastric infusion model of alcoholic liver disease contain a MicroRNA barcode that can be detected in blood. Hepatology.

[14] Povero D., Yamashita H., Ren W., Subramanian M.G., Myers R.P., Eguchi A., Simonetto D.A., Goodman Z.D., Harrison S.A., Sanyal A.J. (2020). Characterization and proteome of circulating extracellular vesicles as potential biomarkers for NASH. Hepatol. Commun..

[15] Payancé A., Silva-Junior G., Bissonnette J., Tanguy M., Pasquet B., Levi C., Roux O., Nekachtali O., Baiges A., Hernández-Gea V. (2018). Hepatocyte microvesicle levels improve prediction of mortality in patients with cirrhosis. Hepatology.

[16] Gracia-Sancho J., Russo L., García-Calderó H., García-Pagán J.C., García-Cardeña G., Bosch J. (2010). Endothelial expression of transcription factor Kruppel-like factor 2 and its vasoprotective target genes in the normal and cirrhotic rat liver. Gut.

[17] Boyer-Diaz Z., Domingo J.C., De Gregorio E., Manicardi N., Aristu-Zabalza P., Cordobilla B., Abad-Jordà L., Ribera M.O., Fernández-Iglesias A., Marí M. (2019). A nutraceutical rich in docosahexaenoic acid improves portal hypertension in a preclinical model of advanced chronic liver disease. Nutrients.

[18] Boyer-Diaz Z., Aristu-Zabalza P., Andrés-Rozas M., Robert C., Ortega-Ribera M., Fernández-Iglesias A., Broqua P., Junien J.-L., Wettstein G., Bosch J. (2021). Pan-PPAR agonist lanifibranor improves portal hypertension and hepatic fibrosis in experimental advanced chronic liver disease. J. Hepatol..

[19] Fernández-Iglesias A., Ortega-Ribera M., Guixé-Muntet S., Gracia-Sancho J. (2018). 4 in 1: Antibody-free protocol for isolating the main hepatic cells from healthy and cirrhotic single rat livers. J. Cell. Mol. Med..

[20] Théry C., Amigorena S., Raposo G., Clayton A. (2006). Isolation and characterization of exosomes from cell culture supernatants and biological fluids. Curr. Protoc. Cell Biol..

[21] Théry C., Witwer K.W., Aikawa E., Alcaraz M.J., Anderson J.D., Andriantsitohaina R., Antoniou A., Arab T., Archer F., Atkin-Smith G.K. (2018). Minimal information for studies of extracellular vesicles 2018 (MISEV2018): A position statement of the International Society for Extracellular Vesicles and update of the MISEV2014 guidelines. J. Extracell. Vesicles.

[22] Pietrosi G., Fernández-Iglesias A., Pampalone M., Ortega-Ribera M., Lozano J.J., García-Calderó H., Abad-Jordà L., Conaldi P.G., Parolini O., Vizzini G. (2020). Human amniotic stem cells improve hepatic microvascular dysfunction and portal hypertension in cirrhotic rats. Liver Int..

[23] Smyth G.K. (2005). limma: Linear Models for Microarray Data. Bioinformatics and Computational Biology Solutions Using R and Bioconductor.

[24] Huang da W., Sherman B.T., Lempicki R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[25] Atai N.A., Balaj L., Van Veen H., Breakefield X.O., Jarzyna P.A., Van Noorden C.J.F., Skog J., Maguire C.A. (2013). Heparin blocks transfer of extracellular vesicles between donor and recipient cells. J. Neuro-Oncol..

[26] Ortega-Ribera M., Fernández-Iglesias A., Illa X., Moya A., Molina V., Maeso-Díaz R., Fondevila C., Peralta C., Bosch J., Villa R. (2018). Resemblance of the human liver sinusoid in a fluidic device with biomedical and pharmaceutical applications. Biotechnol. Bioeng..

[27] Friedman S.L. (2008). Hepatic Stellate Cells: Protean, multifunctional, and enigmatic cells of the liver. Physiol. Rev..

[28] Krenkel O., Tacke F. (2017). Liver macrophages in tissue homeostasis and disease. Nat. Rev. Immunol..

[29] Wang R., Ding Q., Yaqoob U., de Assuncao T.M., Verma V., Hirsova P., Cao S., Mukhopadhyay D., Huebert R.C., Shah V.H. (2015). Exosome Adherence and internalization by hepatic stellate cells triggers sphingosine 1-phosphate-dependent migration. J. Biol. Chem..

[30] Nojima H., Freeman C.M., Schuster R.M., Japtok L., Kleuser B., Edwards M.J., Gulbins E., Lentsch A.B. (2016). Hepatocyte exosomes mediate liver repair and regeneration via sphingosine-1-phosphate. J. Hepatol..

[31] Mullard A. (2020). IRAK4 degrader to take on innate immunity. Nat. Biotechnol..

[32] Tyanova S., Temu T., Sinitcyn P., Carlson A., Hein M.Y., Geiger T., Mann M., Cox J. (2016). The Perseus computational platform for comprehensive analysis of (prote)omics data. Nat. Methods.

[33] Huang H., Evankovich J., Yan W., Nace G., Zhang L., Ross M., Liao X., Billiar T., Xu J., Esmon C.T. (2011). Endogenous histones function as alarmins in sterile inflammatory liver injury through Toll-like receptor 9 in mice. Hepatology.

[34] 3Doñate F., McCrae K., Shaw D., Mazar A. (2004). Extracellular Tropomyosin: A novel common pathway target for anti-angiogenic therapy. Curr. Cancer Drug Targets.

[35] Bruix J., Reig M., Sherman M. (2016). Evidence-based diagnosis, staging, and treatment of patients with hepatocellular carcinoma. Gastroenterology.

[36] Shetty S., Lalor P.F., Adams D.H. (2018). Liver sinusoidal endothelial cells — gatekeepers of hepatic immunity. Nat. Rev. Gastroenterol. Hepatol..

[37] Gracia-Sancho J., Caparrós E., Fernández-Iglesias A., Francés R. (2021). Role of liver sinusoidal endothelial cells in liver diseases. Nat. Rev. Gastroenterol. Hepatol..

[38] Marrone G., Russo L., Rosado E., Hide D., García-Cardeña G., García-Pagán J.C., Bosch J., Gracia-Sancho J. (2013). The transcription factor KLF2 mediates hepatic endothelial protection and paracrine endothelial–stellate cell deactivation induced by statins. J. Hepatol..

[39] Winkler M., Staniczek T., Kürschner S.W., Schmid C.D., Schönhaber H., Cordero J., Kessler L., Mathes A., Sticht C., Neßling M. (2021). Endothelial GATA4 controls liver fibrosis and regeneration by preventing a pathogenic switch in angiocrine signaling. J. Hepatol..

[40] MacParland S.A., Liu J.C., Ma X.-Z., Innes B.T., Bartczak A.M., Gage B.K., Manuel J., Khuu N., Echeverri J., Linares I. (2018). Single cell RNA sequencing of human liver reveals distinct intrahepatic macrophage populations. Nat. Commun..

[41] Ramachandran P., Dobie R., Wilson-Kanamori J.R., Dora E.F., Henderson B.E.P., Luu N.T., Portman J.R., Matchett K.P., Brice M., Marwick J.A. (2019). Resolving the fibrotic niche of human liver cirrhosis at single-cell level. Nat. Cell Biol..

[42] Su T., Yang Y., Lai S., Jeong J., Jung Y., McConnell M., Utsumi T., Iwakiri Y. (2021). Single-cell transcriptomics reveals zone-specific alterations of liver sinusoidal endothelial cells in cirrhosis. Cell. Mol. Gastroenterol. Hepatol..

[43] Momen-Heravi F., Bala S., Kodys K., Szabo G. (2015). Exosomes derived from alcohol-treated hepatocytes horizontally transfer liver specific miRNA-122 and sensitize monocytes to LPS. Sci. Rep..

[44] Otogawa K., Ogawa T., Shiga R., Ikeda K., Kawada N. (2008). Induction of tropomyosin during hepatic stellate cell activation and the progression of liver fibrosis. Hepatol. Int..

[45] Mölleken C., Sitek B., Henkel C., Poschmann G., Sipos B., Wiese S., Warscheid B., Broelsch C., Reiser M., Friedman S.L. (2008). Detection of novel biomarkers of liver cirrhosis by proteomic analysis. Hepatology.

[46] Bhandari S., Li R., Simón-Santamaría J., McCourt P., Johansen S.D., Smedsrød B., Martinez-Zubiaurre I., Sørensen K.K. (2020). Transcriptome and proteome profiling reveal complementary scavenger and immune features of rat liver sinusoidal endothelial cells and liver macrophages. BMC Mol. Cell Biol..

[47] Ganesan L.P., Kim J., Wu Y., Mohanty S., Phillips G.S., Birmingham D.J., Robinson J.M., Anderson C.L. (2012). FcγRIIb on liver sinusoidal endothelium clears small immune complexes. J. Immunol..

How the deposited data were processed for this re-analysis (not part of the article)

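RNA of LSECs isolated from rats was sequenced in 32 libraries, 22 of the CCl4 model and 10 of the TAA experiment. The authors prepared poly(A) libraries with a strand-specific kit, mapped the reads to Rnor_6.0 with STAR and quantified genes with RSEM. What the authors deposited for each library are the RSEM expected counts (estimated counts that need not be whole numbers) for 32623 genes, not normalized and not pooled over replicates. Between 10.3% and 12.4% of the genes of a library had an expected count that was not a whole number. Reads that fit several genes are divided by RSEM according to its estimates, so that genes with near-identical copies are less certain than others.

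Expected counts were rounded to whole numbers. Work was done in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The main test was limma-voom with TMM factors because the paper's methods name these, and genes were called at an unadjusted p-value under 0.05 and a fold-change above 1.5, as there. The paper's text does not name a low-count filter, and filterByExpr was used. Each fit held only the libraries of the 2 groups compared, and no covariate. Adjusted p-values of genes are Benjamini-Hochberg values from limma-voom over the genes tested, unless edgeR's quasi-likelihood test, DESeq2 or another set of genes is named. Those of permutation tests are Benjamini-Hochberg values over the 27 comparisons of marker lists or over the 3 correlations. CPM and log2 CPM of single genes were computed with TMM factors over the 22 CCl4 libraries, with a pseudocount of 0.5 for log2 CPM. The difference in Tpm1 was computed in the same way from the libraries of the 2 groups compared, and tested with an exact permutation test.

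Healthy, acute (2 weeks of CCl4), fibrosis (6 weeks) and cirrhosis (12 to 14 weeks) groups were taken from the sample labels and the paper. The labels of the cirrhotic libraries give no duration of their own, and these libraries were assigned to 12 to 14 weeks from the description of the study. Replicate numbers come from the sample titles. They are shared by healthy, acute and cirrhotic libraries although these come from different rats. The TAA experiment was used only for the number of genes that differ and for how the signs of the genes shared with CCl4 cirrhosis divide, without a direction, since the labels and the paper do not settle which group received TAA.

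Genes named in the text were chosen by a rule written before the data were examined. They are the genes of Figure 3E, Tpm1 and Tpm2, and for each comparison with healthy LSECs the 3 largest rises and the 3 largest falls among genes with a symbol, an adjusted p-value under 0.05, a mean log2 CPM of at least 3 and no overlap between the groups. Clone-based and provisional names and names shared by several genes were not taken as symbols, a reading settled after the data were examined. Marker genes of liver cells come from lists written before the data were examined. The lists of proliferation and dissociation stress genes were written after a first look at the data, before their values were seen.

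The tests were tested on simulated data drawn from the mean expression of the healthy libraries and the sizes of the real libraries, with 200 genes changed, and 14546 genes could be tested. limma-voom, edgeR and DESeq2 each recovered 100% of the changed genes at an adjusted p-value under 0.05, and 4.76%, 4.31% and 8.26% of the genes they called had not been changed, so that DESeq2 exceeded the 5% intended. When no gene was changed, limma-voom called 113 genes at an unadjusted p-value under 0.05 and a fold-change above 1.5 together. With an adjusted p-value it called 0. The changed genes were well expressed and moved by 1.5 on the log2 scale, as many up as down. Every simulated gene had the same dispersion between replicates. In the real comparisons far more genes differ and the spread varies between genes, so these rates need not hold there.

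Totals per library ranged from 25646531 to 46464289 counts. Alternatives tried were adjusted p-values, edgeR and DESeq2 in place of limma-voom, a single fit over the CCl4 groups, weights per library, another low-count filter or none, DESeq2's size factors or upper-quartile factors in place of TMM, no fold-change threshold, replicate number as a block and each library left out. Gene positions are not given, because the gene table at hand is of another assembly (GRCr8) than the one the reads were mapped to. Gene length and GC content were not used here for the same reason. Molecular process and gene ontology analyses, the cBDL and human libraries, and the proteome were not analysed here.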

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

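The tests of the stellate, cholangiocyte, neutrophil and proliferation lists under other scalings and depths, and of the correlation between stellate markers, were chosen after the results were seen. Gene length and GC content were not tested for any pattern. Thinning leaves the expected CPM of a gene as it was, so that it can show an effect of few counts on these differences, but does not exclude other effects of depth.

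In 6 of 88 groups of libraries looked at (total counts and TMM factors of each group, and the log2 CPM of the genes of Figure 3E, Tpm1 and Tpm2), 1 library stood apart from the rest by Dixon's criterion, where chance gives about 4.4. Replicate 5 of the group labelled control in the TAA experiment had the largest total, with a gap to the next library of 0.822 of the range. Replicate 4 of the acute group had the largest total of its group, with a gap of 0.805 of the range. The same acute library was highest in Tpm1, at a log2 CPM of 4.45 against 3.46 for the next library, a gap of 0.799 of the range. Flot2 was lowest in healthy replicate 6, at a log2 CPM of 6.74 against 7.58 for the next (gap 0.711). Sphk1 was lowest in cirrhotic replicate 2, at 4.59 against 6.03 (gap 0.658). Chmp4bl1 was lowest in replicate 17 of the fibrosis group, at 6.17 against 6.4 (gap 0.737). No biological explanation was tested for these single libraries.

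Genes of Figure 3E and Tpm1 that were called in opposite directions at different stages were compared directly between the stages. Cd9 was lower than in healthy LSECs after acute injury and at fibrosis and higher at cirrhosis, and its log2 fold change was 3.03 between cirrhosis and fibrosis and 3.82 between cirrhosis and acute injury (adjusted p = 1.79e-06 and 1.69e-06 from limma-voom). S1pr3 had a log2 fold change of 3.3 between cirrhosis and acute injury (adjusted p = 9.04e-05). With library-size CPM in place of TMM, 2 of these 2 genes kept opposite signs after acute injury and at cirrhosis, and after thinning every library to the smallest total 2 of 2 did. The signs alone were kept. The rise of Cd9 at cirrhosis passed adjustment under some scalings and not under others (adjusted p from 0.00972 to 0.093 over the alternatives), and the fall of S1pr3 after acute injury was no longer called with library-size CPM, edgeR or DESeq2 (adjusted p from 0.0432 to 0.231 over the alternatives), so that for S1pr3 scaling was not excluded. S1pr3 was not lower than in healthy LSECs at fibrosis (log2 fold change 0.51, adjusted p = 0.234 from limma-voom).

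Tpm1 differed between stages, with a log2 fold change of 1.66 between fibrosis and acute injury and 1.48 between cirrhosis and acute injury (adjusted p = 0.00627 and 6.32e-06 from limma-voom). It was below healthy LSECs after acute injury and above them at fibrosis and cirrhosis. With library-size CPM the difference of acute from healthy libraries was -0.416, and after thinning it was -0.799, while fibrosis stayed above healthy under both, at 1.21 and 0.831. The opposite signs were thus kept without TMM, but in limma-voom without TMM the acute difference was no longer significant (adjusted p = 0.176, against 0.00608 to 0.0105 under the other tests and scalings).

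Marker genes of stellate cells were higher in cirrhotic than in healthy LSECs by a mean log2 difference of 2.374 over 9 genes, in 6 of 6 cirrhotic libraries (exact permutation test, two-sided, p = 0.00216; 0.00833 after Benjamini-Hochberg adjustment over 27 comparisons). With library-size CPM 113% of the difference was left, and after thinning 102%. Within the 6 cirrhotic libraries the median correlation between pairs of these markers was 0.63, above each of 1000 random lists of genes with similar expression, whose highest was 0.58. A candidate explanation is RNA of stellate cells in the cirrhotic preparations. Expression of these genes by LSECs themselves would give the same values, so the 2 cannot be told apart.

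Cholangiocyte markers were higher in cirrhotic than in healthy LSECs by 1.485 on the log2 scale (exact permutation p = 0.00866, 0.018 adjusted), neutrophil markers by 1.65 (exact permutation p = 0.0173, 0.0292 adjusted) and proliferation genes by 0.838 (exact permutation p = 0.0173, 0.0292 adjusted). Cirrhotic libraries above every healthy library numbered 3, 4 and 4 of 6. Genes of these lists went both ways, with 3 of 5, 4 of 5 and 7 of 9 higher at cirrhosis. Krt7 (2.79 ± 3.24 CPM in healthy and 1.02 ± 0.328 CPM in cirrhotic LSECs, SD, n = 6) and Krt19 were lower, as was Csf3r, the most expressed neutrophil gene (13.5 ± 14.9 and 4.39 ± 3.41 CPM, SD, n = 6), so the list means do not stand for each gene. At least 119% of each difference was left with library-size CPM and at least 98.9% after thinning. Cells other than LSECs and a response of LSECs to cirrhosis were not separated by any test here.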

How the results depend on the processing

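The alternatives were set before the data were examined, except thinning to the smallest total, averaging 2 libraries of the TAA experiment and library-size CPM for the number of EV-related genes, which were chosen after seeing the data.

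Counts of DEG stayed within 1.5 times the values given, with 4 exceptions. Between fibrosis and acute injury, 3358 genes were called without a low-count filter and 4968 without a fold-change threshold, against 2189. Without the fold-change threshold, 8142 genes were called between the groups of the TAA experiment, against 4228, and 5163 were shared between it and CCl4 cirrhosis, against 2158. The cause was not tested. For cirrhosis against healthy LSECs the other alternatives gave 7166 to 9803 DEG, for acute injury 8564 to 13222 and for fibrosis 8558 to 12829. edgeR's quasi-likelihood test called 8029, 10580 and 10357 genes, of which 7563, 10360 and 10058 were called in the same direction by limma-voom. Leaving out each library in turn gave 7467 to 8757 DEG for cirrhosis, 10254 to 10722 for acute injury and 9956 to 10481 for fibrosis. Genes shared in direction by the 3 stages numbered 4507 to 6258 over the alternatives and 4448 to 5587 with a library left out.

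The share of DEG that were higher at cirrhosis fell under 50% with edgeR (47.5%) and DESeq2 (48.6%), so that neither direction prevailed under all tests. At fibrosis this share fell from 50.3% to 47.8% with edgeR, 48.6% with DESeq2 and 47.6% in a single fit over the CCl4 groups. After acute injury it rose from 48.3% to 51.1% with healthy replicate 6 left out. Neither direction prevailed in all fits at these stages either. Upper-quartile factors in place of TMM raised the share of DEG that were higher at cirrhosis than in healthy LSECs from 52.8% to 60.8%. The median log2 fold change of all genes tested in that comparison was 0.07 with TMM, 0.085 with DESeq2's size factors, 0.214 with upper-quartile factors and 0.416 with library size alone. For acute injury these medians were -0.086, -0.028, -0.16 and 0.323, and for fibrosis -0.031, -0.002, -0.032 and 0.367.

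EV-related genes called at cirrhosis numbered 9 to 13 over the alternatives and 8 to 12 with a library left out, against 12. At acute injury they numbered 14 to 17 over the alternatives. At fibrosis they numbered 16, but 17 with library-size CPM and with 1 of 11 libraries left out. The log2 difference of Tpm1 at cirrhosis was 0.664 to 0.992 over the alternatives, with an exact permutation p of 0.00216 under each scaling and pseudocount. The share of variance between groups kept an exact permutation p under the threshold in each pair and alternative, with values of 33.7% to 47.5% for cirrhosis against healthy LSECs and 34.4% to 40% for fibrosis against acute injury.

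With replicate number as a block, 7948 genes were called for cirrhosis against healthy LSECs, 11000 for acute injury against healthy LSECs and 10271 for cirrhosis against acute injury, and 12 and 16 EV-related genes at cirrhosis and acute injury. The Tpm1 difference was 0.675 in pairs (exact sign-flip permutation p = 0.0312). Same-numbered libraries come from different rats, and the mean correlation of their deviations from the group means was 0.02, 0.09 and 0.01 in these comparisons, so the numbers did not pair the libraries.

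Among the named genes, estimates near 0 at cirrhosis changed sign. With library-size CPM, Chmp4bl1 had a log2 fold change of 0.234 and Vps4a of 0.291. With a library left out, Cers4 reached -0.049 and Vps4a 0.009. Over these fits Cers4 reached 0.205 at most and Vps4a -0.13 at least. None of these was significant under TMM or under that alternative. Other values of named genes crossed the adjusted threshold, 14 becoming significant and 7 no longer so. For fits with a library left out, these counts take in only the lowest and the highest estimate of each gene. Over all such fits, Rab3a lost its adjusted significance at cirrhosis in 8 of 12 and S1pr3 after acute injury in 9 of 11.

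Thinning every library to the smallest total gave 7817, 10360 and 10142 DEG for cirrhosis, acute injury and fibrosis. Averaging replicates 14 and 15 of the group labelled TAA control into 1 library gave 4235 DEG, and 2164 shared with CCl4 cirrhosis.

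Among splits of the same libraries, the real one included, that part the same-numbered pairs, 1 of 32 gave as many DEG as cirrhosis against healthy LSECs (the real one), 1 of 48 for acute injury against healthy LSECs and 1 of 48 for cirrhosis against acute injury. In comparisons without shared numbers, 1 of 100 splits drawn did so for fibrosis against healthy LSECs, for fibrosis against acute injury, for cirrhosis against fibrosis and for the TAA experiment, again the real one. For the EV-related genes, 1 of 32 splits gave as many at cirrhosis, 2 of 48 at acute injury and 1 of 100 at fibrosis.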

Differences from the paper's values

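The second principal component of the CCl4 libraries held 11.3% of the variance, while the paper's value is about 21% in Fig. 3B, read by eye. Of the alternatives set before the data were examined, scaling genes to unit variance gave 20.1%, which falls within 1.5 times the paper's value. The 500 most variable genes (5.22%) and library-size CPM without TMM (12.9%) did not.

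The paper's Discussion describes a stage-dependent up-regulation of Mvb12a, Mvb12b, Flot2, Cd9, Cd81 and Rab3a. Against healthy LSECs, Mvb12a, Mvb12b, Flot2, Cd81 and Rab3a were lower at cirrhosis, with log2 fold changes of -1.51, -0.90, -1.48, -1.23 and -0.61, and Cd9 was higher, at 0.91. All 6 were lower than in healthy LSECs after acute injury and at fibrosis. Between cirrhosis and fibrosis all 6 rose, with log2 fold changes from 0.42 (Mvb12b) to 3.03 (Cd9), those of Mvb12a and Mvb12b under the fold-change threshold. Between cirrhosis and acute injury Mvb12b did not differ significantly (0.07, adjusted p = 0.419 from limma-voom) and Mvb12a rose by less than the threshold (0.29). The heat map of Figure 3E shows the 3 stages without healthy libraries, while the paper's text presents its genes as different from healthy LSECs.

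For genes differentially expressed at the 3 stages, the paper cites Figure 3E. Cers4, Tsg101, Chmp4bl1, Vps4a and Cers6 were not called at cirrhosis against healthy LSECs here. Cers6 was called at cirrhosis in a single fit over the 4 CCl4 groups, with at least 10 counts in every library, with upper-quartile factors, with library-size CPM and in 3 of the 12 fits with a library left out. Chmp4bl1 was not called after acute injury, but was with DESeq2, with DESeq2's size factors, without a low-count filter, without a fold-change threshold, with library-size CPM and in 4 of 11 fits with a library left out. S1pr3 was not called at fibrosis, but was with library-size CPM and in 1 of 11 fits with a library left out. No setting called Cers4, Tsg101, Chmp4bl1 or Vps4a at cirrhosis.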

Other observations

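Tests of library size, normalization, other liver cells and separate preparation for the LSEC markers, and of library size and hepatocyte markers for the healthy libraries, were chosen only after the results were seen.

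LSEC marker genes (9 genes found of a list of 10) were lower than in healthy LSECs by 3.253 on the log2 scale after acute injury and by 3.29 at fibrosis, in 5 of 5 libraries each (exact permutation test, two-sided, p = 0.00216, 0.00833 adjusted over 27 comparisons), while the mean of the list at cirrhosis differed by -0.281 (exact permutation p = 0.113). Stab2 was at 3470 ± 1280 CPM in healthy LSECs (SD, n = 6), 148 ± 73.1 after acute injury (SD, n = 5), 176 ± 54.4 at fibrosis (SD, n = 5) and 3370 ± 562 at cirrhosis (SD, n = 6). The genes of the list did not move alike. At cirrhosis 5 were higher and 4 lower than in healthy LSECs, with Stab1 at 4940 ± 1370 CPM in healthy and 1210 ± 250 CPM in cirrhotic LSECs (SD, n = 6) and log2 differences of -2.01 in Stab1, -1.44 in Gpr182 and -0.96 in Oit3. After acute injury 8 of the 9 were lower, and Cdh5 was not (1290 ± 425 CPM in healthy LSECs, SD, n = 6, and 1590 ± 328 CPM after acute injury, SD, n = 5). After thinning, 97.9% of the acute difference was left, and with library-size CPM 86.3%. Of the other liver cell types tested, 0 had a higher list mean after acute injury, and those of hepatocytes, macrophages, lymphocytes and neutrophils were lower (exact permutation p at most 0.00649), as were those of cholangiocytes (-1.368) and stellate cells (-2.027), but single genes rose, with log2 differences of 7.63 in Spp1 of the cholangiocyte list and of 3.34 in Reln and 0.86 in Acta2 of the stellate list. Reln, the most expressed stellate marker after acute injury, was at 166 ± 34.8 CPM in healthy LSECs (SD, n = 6) and 1670 ± 288 CPM after acute injury (SD, n = 5). At fibrosis the stellate list differed by 0.394 (exact permutation p = 0.268, 0.315 adjusted), with 5 genes higher and 4 lower. Acta2 was higher by 4.41, Reln by 3.04 and Col1a1 by 2.2, while Col3a1 differed by -3.27, Lrat by -2.54 and Des by -1.39. LSEC markers at fibrosis differed by -5.22 (Gpr182) to -0.27 (Cdh5), while dilution alone would lower them alike. Dilution by other cells was therefore not seen in the list means after acute injury. At fibrosis the stellate genes went both ways, so dilution is not excluded at either stage. The 10 most abundant genes took at most 5.94% of the counts of an acute library. Proliferation genes differed by -0.957 on the log2 scale after acute injury. Genes that respond to tissue dissociation, such as Fos and Egr1, differed by -5.253 after acute injury and by -4.262 at fibrosis. A stress response limited to the acute libraries was therefore not seen. Healthy and cirrhotic libraries had Fos at 2320 ± 1080 and 2060 ± 957 CPM against 7.51 ± 5.05 in acute ones. All 10 genes of the dissociation list were lower than in healthy LSECs after acute injury and at fibrosis. At cirrhosis the list differed by -0.433 (exact permutation p = 0.0996, 0.128 adjusted). Healthy and cirrhotic libraries thus carried the higher expression of these genes. Whether cell handling or the stage caused that was not tested. No sample label and no sentence of the paper's main text names a separate preparation of the acute and fibrosis libraries. Their gap on PC1 of 179 from the others follows the stages exactly and was no test of one, so the cause of the pattern was not settled here.

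More genes were called after acute injury and at fibrosis than at cirrhosis. Acute and fibrosis libraries had smaller totals than cirrhotic ones, so that depth would have given fewer DEG at these stages, not more, and thinning was not a test of this difference. After thinning to the smallest total, acute injury had 2543 more DEG than cirrhosis.

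Healthy libraries spread from -5.7 to 94 on PC2. Their PC2 scores had a Pearson's r of 0.33 with hepatocyte markers (exact permutation p = 0.532; Spearman's rho 0.66, p = 0.175; 0.49 without the 2 libraries farthest from the median) and of -0.79 with library size (exact permutation p = 0.0486, 0.138 adjusted over 3 relations; Spearman's rho -0.77, p = 0.103; -0.84 without the 2 farthest). A relation with library size is possible but did not pass adjustment, and 6 libraries can show only a strong relation with hepatocyte RNA.

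Tpm1 tended to rise with stellate cell markers within the 6 cirrhotic libraries. Pearson's r was 0.72 (exact permutation p = 0.0917, 0.138 adjusted) and Spearman's rho 0.89 (exact permutation p = 0.0333), and r was 0.92 without the 2 farthest libraries. RNA of stellate cells may contribute to the rise of Tpm1, and this was not settled by 6 libraries. Tpm2 was lower than in healthy LSECs at each stage, with log2 fold changes of -3.85 after acute injury, -2.77 at fibrosis and -0.93 at cirrhosis (adjusted p = 7.47e-07, 1.96e-06 and 0.00301 from limma-voom).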
